A study of Bos taurus with 9 samples. Its data were reported in "Functional annotation of the cattle genome through systematic discovery and characterization of chromatin states and butyrate-induced variations" (2019).

How the data were processed

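Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was run on rumen epithelial tissue of Holstein calves, a dairy breed, at 2 time points, before and after weaning. The rumen is the first stomach chamber of cattle, and weaning moves the animal from milk to solid feed. The 4 targets were H3K9ac and H3K27ac (acetylation of histone H3 at lysines 9 and 27, found at active promoters and enhancers), RNA polymerase II (RNA pol II) and H3K9me3 (trimethylation of histone H3 at lysine 9, a mark of repressed chromatin). There was 1 library per target and time point, 8 in all, and 1 input library, which is chromatin sequenced without immunoprecipitation. The groups came from the labels, which give target and time point for each ChIP library. Reads were 75 nt long on an Illumina HiSeq instrument. By the labels, both H3K9ac libraries were run on lane 1, both H3K27ac and both RNA pol II libraries on lane 2, H3K9me3 before weaning on lane 2, H3K9me3 after weaning on lane 1, and the input on lane 5.

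The authors discarded reads that failed the quality filter of the sequencer and aligned the others with BWA at its default settings to the cattle assembly UMD3.1.1. They kept reads with a unique alignment and fewer than 2 mismatches. They then called peaks with MACS2 at its default settings against the input, separately for each library as far as the methods state. The deposited values are the start and end positions of the called peaks in bp, under the chromosome name, in 3 columns. They carry no height, fold enrichment or p-value, so peaks could not be ranked by strength, and peak width was used in place of a score. Keeping unique alignments removes reads from long repeats and recent duplications. All 8 lists were called against the same input, which was sequenced to a low depth, so regions over-represented in the sequenced DNA itself can appear as peaks in several lists. That part of the overlap between lists could not be simulated from peak positions. The read depth behind each list was not used here, since the analysis was limited to the peak lists, which do not hold it. The study lists a mapping summary of its data sets in its supplement, which was not used as data. The number of peaks depends on depth, on the enrichment reached by the antibody and on the caller's threshold together.

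The lowest difference between end and start was 199 bp in each of the 8 lists. Positions were therefore read as 1-based with both ends included, which makes the lowest width 200 bp. If the starts are counted from 0, every start lies 1 bp further on. Positions are given on UMD3.1.1 as in the lists. Genome coverage was the length covered by peaks divided by the summed extent of the chromosomes, 2658.3 Mb, where the extent of a chromosome was the highest peak end on it over the 8 lists.

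The choices in this paragraph were made before the data were examined. Peak number, covered length and peak width were computed for each library. Similarity of list A with list B was the share of peaks in A that share at least 1 bp with a peak in B, in both directions, as in the study. Each share was set against 1000 random placements, in which every peak of A was moved to a random position on its own chromosome with its width kept. The p-value was one-sided, and the smallest value these placements can give is 0.000999. The 32 tests (8 within a mark across weaning and 24 between marks at 1 time point) formed 1 family for Benjamini-Hochberg adjustment. Such a permutation test compares 2 lists with chance placement and does not test weaning, since each group holds 1 library. A peak was called gained when it was in the list after weaning and touched no peak before weaning, and lost in the reverse case. For regions shared by marks, overlapping peaks of all 8 lists were merged and the number of libraries and marks with a peak in each region was counted, also in 1000 sets of random placements. Regions were named by 2 rules, the widest peak of each list and the 5 widest merged regions with a peak in all 8 libraries. Shares of peaks have 95% Wilson confidence intervals, which cover counting error only, and neighbouring peaks are not independent.

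The alternatives were merging peaks within 1 kb, keeping peaks wider than the median of both lists of a mark, keeping chromosomes 1 to 29 and X, leaving out regions with peaks of all 4 marks or of all 8 libraries, requiring a reciprocal overlap of 50%, extending peaks by 1 kb on both sides, comparing equal numbers of the widest peaks, and replacing random placement by a random shift of up to 500 kb. Chosen after seeing the data were equal numbers taken in row order, peaks wider than the lowest width, and leaving out the 50 bins of 1 Mb with the most peaks of a mark. The 2 Mb cluster on chromosome 17, and the shares of kept or touched peaks among the widest, narrowest, first or last peaks of a list, were also examined only after the data had been seen.

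The overlap test was checked on simulated data for the comparison of the H3K9ac list after weaning (2127 peaks) with the list before weaning. The recovered share was the observed share after the chance share had been taken off. With 0% of the peaks planted on the other list, it averaged 0.0185% and 8 of 100 simulations fell under 0.05. With 2%, 10% and 50% planted, the recovered shares averaged 2.04%, 10.1% and 50.0%, and 100 of 100, 20 of 20 and 20 of 20 simulations fell under 0.05. The computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

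A table of genes on the assembly ARS-UCD2.0 was at hand, but its positions belong to another build than the peak lists. The planned comparisons of peaks with transcription start sites, of genes that gain or lose an active mark and of a fixed list of genes were therefore not run, and the regions below are given by position without a gene. The labels place the shorter RNA pol II list after weaning, whereas the study's text places a list of that length before weaning. The labels were followed throughout.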

Results

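The data comprised 8 peak lists from rumen epithelial tissue of Holstein calves, 1 for each of 4 targets before weaning and 1 after weaning, with 130580 peaks in total. With 1 library per group there were no replicates, so differences between the time points have no replicate error and were not tested. The input library was used by the authors as the background for peak calling and has no list of its own here. The first question was how much of the genome each mark occupied at the 2 time points.

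The number of peaks was lower after weaning for the 3 active marks and higher for H3K9me3. H3K9ac had 14384 peaks before and 2127 after weaning, a ratio of 0.148. H3K27ac had 74249 and 30446 peaks, a ratio of 0.410. RNA pol II had 2056 and 738 peaks, a ratio of 0.359, with the time points assigned by the labels. H3K9me3 had 2410 and 4170 peaks, a ratio of 1.73. Among the alternatives, leaving out the 50 densest bins of 1 Mb, a setting chosen after seeing the data, moved a ratio most, that of RNA pol II, to 0.147. Both H3K9me3 libraries were run on different lanes, so lane and time point cannot be told apart for this mark, whereas the libraries of each other mark had the same lane number.

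**Figure D1:**
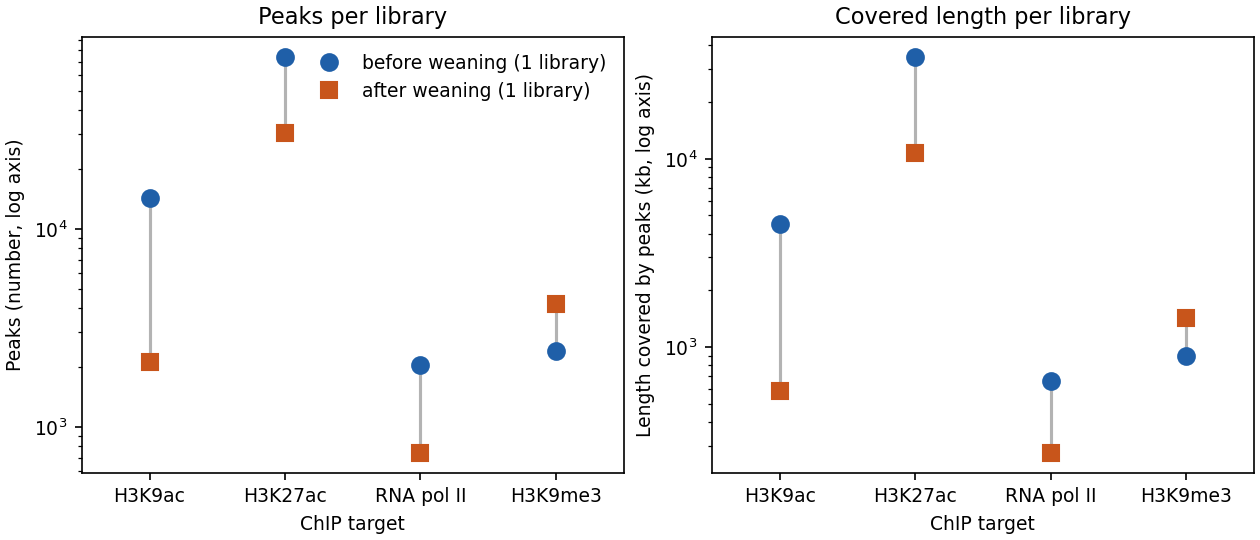
Number of peaks (left) and length covered by peaks in kb (right) for the 4 ChIP targets, both on log axes, with 1 library before weaning (circles) and 1 after weaning (squares) joined by a line. The squares lie below the circles for H3K9ac, H3K27ac and RNA pol II and above the circle for H3K9me3, whose peaks rose from 2410 to 4170.

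Genome coverage followed the same directions. H3K9ac peaks covered 0.169% of the genome before and 0.0219% after weaning, and H3K27ac peaks covered 1.31% and 0.403%. RNA pol II peaks covered 0.0248% and 0.0103%, and H3K9me3 peaks 0.0336% and 0.0537%. The covered length was 34.9 Mb for H3K27ac before weaning, the most of the 8 lists, and 0.274 Mb for RNA pol II after weaning, the least.

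Peaks were narrow in all lists. The median width was 266 bp before and 244 bp after weaning for H3K9ac, 343 and 290 bp for H3K27ac, and 275.5 and 247 bp for H3K9me3. For RNA pol II the median was wider after weaning, 310 bp against 271 bp, and the 95% intervals of these medians (295 to 321 bp and 265 to 276 bp) did not overlap. The intervals of each other mark, whose median was narrower after weaning, did not overlap either. All of them treat the peaks of a single library as independent, so they do not measure the spread between libraries. A width of 200 bp, the lowest in each list, was found for 13.4% of the H3K9me3 peaks before weaning (95% CI 12.1 to 14.9) and 23.2% after weaning (22.0 to 24.5). The widest peak of any list was an H3K9me3 peak after weaning of 8908 bp at chromosome 17, positions 25036556 to 25045463. It contained the widest H3K9me3 peak before weaning, at 25041914 to 25044644 (2731 bp). The widest H3K27ac peak before weaning was at chromosome 18, positions 48668515 to 48674649 (6135 bp), and the widest after weaning at chromosome 25, positions 39422915 to 39425346 (2432 bp). For H3K9ac the widest peaks were at chromosome 3, positions 14131713 to 14133293 (1581 bp), before weaning and at chromosome 9, positions 91185088 to 91186275 (1188 bp), after weaning. For RNA pol II they were at chromosome 11, positions 61798452 to 61799742 (1291 bp), and at chromosome 17, positions 51399676 to 51401107 (1432 bp). The widest H3K9ac peak after weaning and both of these RNA pol II peaks touched peaks of 6 of the 7 other lists, H3K9me3 lists included.

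The lists of the same mark before and after weaning were then compared to find how many peaks persisted. Of the H3K9ac peaks after weaning, 44.3% touched a peak before weaning (95% CI 42.2 to 46.4), against 0.381% by random placement. In the other direction the share was 6.60% (6.203 to 7.02), against 0.0570%. The H3K27ac lists shared 76.9% of the peaks after weaning (76.4 to 77.3) and 27.9% of those before weaning (27.6 to 28.2), with 2.55% and 1.03% by chance. For RNA pol II the shares were 52.6% of the peaks after weaning (49.0 to 56.2) and 19.3% of those before weaning (17.6 to 21.0), with 0.109% and 0.0388% by chance. For H3K9me3, where the longer list was the one after weaning, 30.02% of the peaks after weaning (28.7 to 31.4) and 53.6% of those before weaning (51.6 to 55.6) were shared, with 0.136% and 0.232% by chance. All 8 shares were above all 1000 random placements (permutation test, one-sided p = 0.000999, the smallest these placements can give, adjusted p = 0.001066). The largest relative change came from equal numbers of peaks taken in row order, under which 13.8% of the H3K9ac peaks after weaning were shared. In percentage points the largest change was under a reciprocal overlap of 50%, with 36.01% of the H3K27ac peaks after weaning shared. Random placement spreads peaks over the whole chromosome, whereas a random shift of up to 500 kb keeps them near their place. With such shifts all 8 chance shares were higher. They were 3.04% and 5.28% for H3K9me3 peaks after and before weaning, and 1.88% and 0.677% for RNA pol II peaks. The observed shares were above all 1000 sets of shifts too.

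Gained and lost peaks were counted from the same comparison. After weaning 1185 H3K9ac peaks (55.7% of the list after weaning) were gained and 13435 (93.4% of the list before weaning) were lost. For H3K27ac, 7040 peaks (23.1%) were gained and 53552 (72.1%) were lost. For RNA pol II, 350 peaks (47.4%) were gained and 1660 (80.7%) were lost. For H3K9me3, 2918 peaks (70.0%) were gained and 1119 (46.4%) were lost. Lost peaks were narrower than kept peaks in each mark. Their median widths were 262 bp against 352 bp for H3K9ac, 299 bp against 593 bp for H3K27ac, 262 bp against 329.5 bp for RNA pol II and 229 bp against 365 bp for H3K9me3. With equal numbers of the widest peaks on both sides, lost and gained H3K9ac peaks numbered 1803 and 1793, which are close by construction.

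Marks were compared at each time point to see whether active and repressive marks occupied separate regions. Before weaning, 90.0% of the H3K9ac peaks (95% CI 89.5 to 90.5) touched an H3K27ac peak. Of the RNA pol II peaks, 76.3% (74.4 to 78.1) touched an H3K27ac peak, 48.7% (46.6 to 50.9) an H3K9ac peak and 21.7% (19.97 to 23.5) an H3K9me3 peak. H3K27ac and H3K9me3 before weaning shared 55 peaks. That was 0.0741% of the H3K27ac peaks, against 0.0742% by random placement (permutation p = 0.517, adjusted p = 0.534), so no excess was detectable. In the reverse direction it was 2.28% of the H3K9me3 peaks, against 2.31% (permutation p = 0.541, adjusted p = 0.541). With random shifts of up to 500 kb in place of random placement the same shares were above chance (permutation p = 0.0190 and 0.0150). The other 22 shares between marks were all above the random placements (permutation p = 0.000999, adjusted p = 0.001066).

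After weaning, larger shares of the active marks touched H3K9me3. Of the RNA pol II peaks after weaning, 86.3% (83.6 to 88.6) touched an H3K9me3 peak, compared with 37.8% (34.4 to 41.4) that touched an H3K9ac peak and 32.1% (28.8 to 35.6) that touched an H3K27ac peak. For H3K9me3 the chance share was 0.298% by random placement and 7.43% with random shifts of up to 500 kb. Under a reciprocal overlap of 50%, the share that met an H3K9me3 peak was 52.4%. The share of H3K9ac peaks that touched H3K9me3 was 0.911% (0.768 to 1.08) before and 14.2% (12.7 to 15.7) after weaning. For H3K27ac it was 0.0741% (0.0569 to 0.0964) and 0.821% (0.726 to 0.929). These intervals do not overlap, but they cover counting error within single libraries. In the reverse direction the changes were not uniform. The share of H3K9me3 peaks that touched RNA pol II was 17.2% (15.8 to 18.8) before and 14.0% (13.0 to 15.1) after weaning. It was 5.19% (4.37 to 6.15) and 6.76% (6.04 to 7.57) for H3K9ac, and 2.28% (1.76 to 2.96) and 5.61% (4.95 to 6.35) for H3K27ac. The share of H3K9ac peaks that touched H3K27ac was 69.3% (67.3 to 71.2) after weaning.

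**Figure D2:**
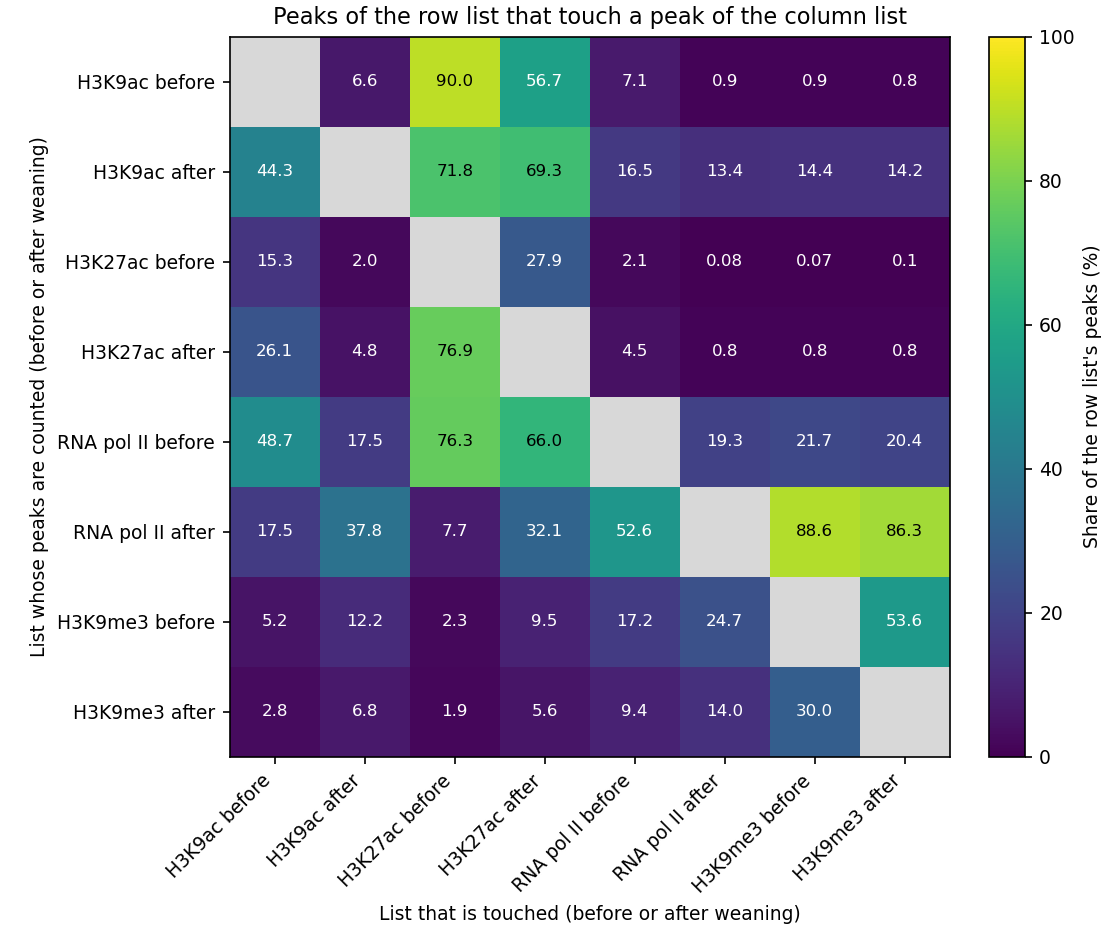
Share (%) of the peaks of each list (rows) that touch a peak of each other list (columns), by at least 1 bp, for the 4 targets before and after weaning, with colour from 0 to 100%. RNA pol II after weaning stands out among the active marks, with 86.3% and 88.6% of its peaks in contact with the H3K9me3 lists after and before weaning.

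Merging the peaks of all lists gave 87013 regions, of which 61320 (70.5%) had a peak in 1 library. Peaks of all 8 libraries met in 29 regions, and in none of the 1000 random placements (permutation p = 0.000999). Peaks of all 4 marks, at either time point, met in 178 regions, against a mean of 0.013 by chance. These 178 regions held 29.9% of the RNA pol II peaks after weaning (95% CI 26.8 to 33.3) and 9.92% of those before weaning (8.70 to 11.3). They held 9.12% of the H3K9ac peaks after weaning (7.97 to 10.4) and 0.716% before weaning (0.591 to 0.868). Of the 29 regions, 8 were on chromosome 17, 5 on chromosome 9 and 5 on chromosome 19. The 5 widest were at chromosome 5, positions 100986354 to 100988484, at chromosome 17, positions 50641208 to 50643299, at chromosome 23, positions 9846246 to 9848107, and at chromosome 17, positions 51552755 to 51554495 and 51127029 to 51128712.

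The distribution over chromosomes was examined to see whether a few of them carried the differences. Chromosomes are not replicates, so no test was made. H3K9ac and H3K27ac had fewer peaks after weaning on all 30 chromosomes (1 to 29 and X), RNA pol II on 29 and H3K9me3 on 1. The ratio of peaks after to before weaning was between 0.0965 on chromosome 25 and 0.355 on chromosome 17 for H3K9ac. For H3K27ac it was between 0.209 on X and 0.458 on chromosome 7. RNA pol II ranged from 0 on chromosomes 20 and 22, each with 26 peaks before weaning, to 1.204 on chromosome 17, the chromosome with more peaks after weaning. H3K9me3 ranged from 0.789 on X, the chromosome with fewer peaks after weaning, to 3.62 on chromosome 11.

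Chromosome 17 held a dense cluster of peaks at positions 50000001 to 52000000, which make up 0.0752% of the genome. It contained 16.4% of the H3K9me3 peaks before weaning (95% CI 15.0 to 17.9) and 10.4% after weaning (9.54 to 11.4). It contained 26.0% of the RNA pol II peaks after weaning (23.0 to 29.3) and 6.18% before weaning (5.22 to 7.30). The number of peaks in the cluster rose in each mark, from 29 to 82 for H3K9ac, from 9 to 64 for H3K27ac, from 127 to 192 for RNA pol II and from 395 to 435 for H3K9me3. The cluster contained 8 of the 29 regions with a peak in all 8 libraries.

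**Figure D3:**
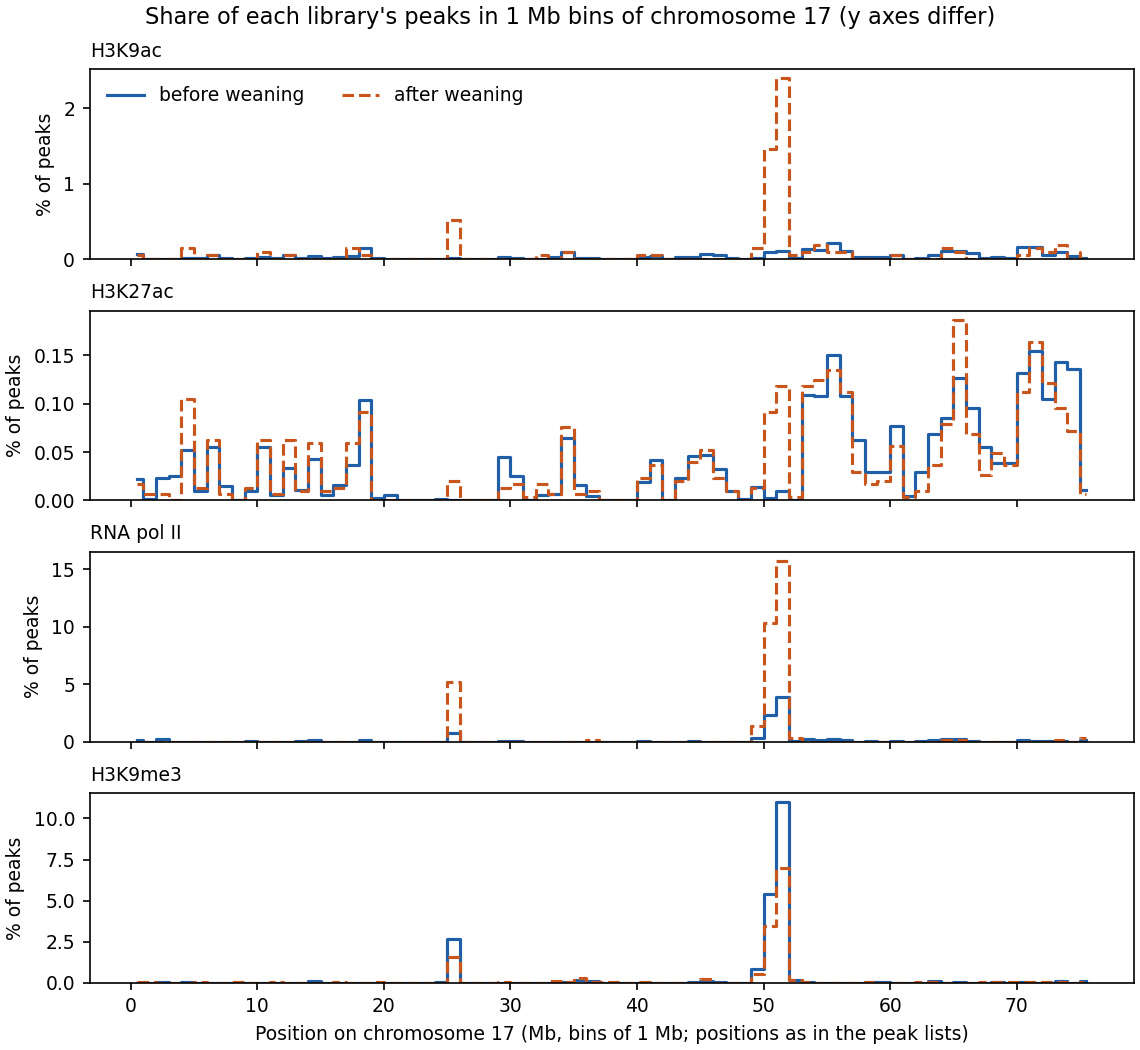
Share of each library's peaks (%) in bins of 1 Mb along chromosome 17 (position in Mb on UMD3.1.1), with 1 panel per target, a solid line before and a dashed line after weaning, and a separate y axis for each panel. The bins from 50000001 to 52000000 hold 26.0% of the RNA pol II peaks after weaning and 16.4% of the H3K9me3 peaks before weaning, and 0.0121% of the H3K27ac peaks before weaning.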

Values the study reported

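The study gave 738 as its lowest number of peaks, for RNA pol II in rumen tissue before weaning. The average over its epigenomic data sets was 42,754 peaks. The lowest genome coverage it gave was 0.01%, for RNA pol II in rumen tissue, and the average coverage was 1.31%. For rumen tissue, the input used as background had 3,247,857 clean reads, which the study calls paired-end. The design text deposited with the data names single-end reads, so whether this number counts reads or pairs stays open.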

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

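Both tests of the sequencing lane, and the test on peaks of exactly the lowest width, were chosen only after the result was seen.

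H3K9me3 stood out because its number of peaks rose after weaning, by a ratio of 1.73, while the 3 active marks fell to ratios of 0.148, 0.410 and 0.359. The difference between the marks was not tested, since each ratio rests on 1 library against 1 library. Several technical explanations were examined. Peaks at the lowest width found in the lists, 200 bp, were more common after weaning (969 peaks against 324). Among wider peaks the ratio was still 1.53, which argues against peaks of 200 bp as the whole cause. Narrow peaks in a wider sense stay open as part of the cause. With only peaks wider than the median the ratio was 1.44, lower than over all peaks and under the limit of 1.5 set for that test. Regions with peaks of all 4 marks do not account for it either, since the ratio without them was 1.80. The sequencing lane stays open, because the H3K9me3 library before weaning was on lane 2 and the one after weaning on lane 1, so the ratio of 1.73 cannot be told apart from a difference between lanes. Depth and enrichment of the 2 libraries also stay open, as does a gain of the mark in the tissue after weaning, which was not tested.

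H3K9me3 after weaning also had 7 peaks on the mitochondrial sequence, which was outside the comparisons between chromosomes. The other 7 lists had 0 there. Mitochondrial DNA carries no histones, so a histone mark is not the obvious source of these peaks. The sequencing lane was examined through the other ChIP libraries on lane 1, both for H3K9ac, which had 0 mitochondrial peaks. That argues against something common to the lane, provided that the same lane number stands for the same sequencing run. A higher share of mitochondrial DNA in this library than in the input, or nuclear copies of mitochondrial sequence, may be the source, and neither was tested.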

How the results depend on the processing

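Of the recomputed values, 178 kept their direction and their side of the threshold, or for values with no test their size, while 32 moved and 4 changed side of chance. Median widths counted as moved outside the 95% interval of the median, and ratios and counts beyond a factor of 1.5. Overlap shares were judged by the one-sided test for an excess and by their side of chance, not by their size or by a test for a deficit. Their size changed much under some settings. With a reciprocal overlap of 50%, the share of H3K9ac peaks that met H3K27ac before weaning was 27.5% in place of 90.0%, and that of RNA pol II peaks 10.5% in place of 76.3%. Equal numbers taken in row order, peaks wider than the lowest width and leaving out the 50 densest bins were the alternatives chosen after seeing the data. The direction of peak number and covered length was the same under each alternative tried for every mark. The ratio of peak numbers ranged from 0.110 to 0.176 for H3K9ac, from 0.309 to 0.50 for H3K27ac, from 0.147 to 0.438 for RNA pol II and from 1.44 to 2.11 for H3K9me3. The lowest RNA pol II ratio and the highest H3K9me3 ratio were those without the 50 densest bins. Outside these bins lay 1529 of 2056 RNA pol II peaks before and 225 of 738 after weaning. For H3K9me3 it was 1186 of 2410 and 2508 of 4170. The bins thus held a larger part of the RNA pol II list after weaning and a smaller part of the H3K9me3 list. Why peaks were dense there was not tested. All 8 overlaps across weaning and the 22 overlaps between marks that exceeded chance had the smallest possible p-value under each alternative. The number of regions with a peak in all 8 libraries was 28 after merging within 1 kb, against 29.

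The overlap of H3K27ac with H3K9me3 before weaning depended on the setting. With a reciprocal overlap of 50% it was 0.0202% of the H3K27ac peaks (permutation p = 0.358) and 0.622% of the H3K9me3 peaks (p = 0.364), so no excess was detectable, although both lay slightly above the chance mean. With random shifts of up to 500 kb the shares of 0.0741% and 2.28% were above chance (permutation p = 0.0190 and 0.0150), because a shift that keeps peaks near their place gave lower chance shares of 0.0538% and 1.66%. Without the regions of all 8 libraries the shares were 0.0350% and 1.096%. Each of those 29 regions holds a peak of both lists, so leaving them out removes overlaps by construction, and these shares cannot be compared with random placement.

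Median widths changed with the peaks they were taken over. After merging within 1 kb they were 293 bp for H3K9ac before weaning, 590 and 358 bp for H3K27ac before and after weaning, 284 and 352.5 bp for RNA pol II and 262 and 240 bp for H3K9me3. Over peaks that touch the other time point they were 352 and 256 bp for H3K9ac, 593 and 311 bp for H3K27ac, 329.5 and 382 bp for RNA pol II and 365 and 372 bp for H3K9me3. The H3K9me3 median was thus lower after weaning over all peaks and higher over the shared ones.

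Counts of gained and lost peaks changed most. With equal numbers of the widest peaks, gained peaks numbered 1793 for H3K9ac, 12755 for H3K27ac and 1326 for H3K9me3, and lost peaks 1803 for H3K9ac, 15840 for H3K27ac and 523 for RNA pol II. With peaks wider than the median, gained peaks numbered 464 for H3K9ac, 2391 for H3K27ac, 213 for RNA pol II and 1102 for H3K9me3, and lost peaks 7045, 30580, 755 and 475. These 2 settings compare fewer peaks by construction. When a peak within 1 kb counted as present, 4653 H3K27ac peaks were gained. With peaks wider than the median, H3K9me3 had fewer peaks after weaning on 2 chromosomes.

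No paired analysis was possible because each group holds 1 library, and for the same reason no replicate was left out in turn. The planned comparisons of peaks near genes and of genes gaining or losing an active mark, with their alternatives, were not run. The read depth was not used here, so how far it limits peak numbers, gains and losses was not tested.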

Other observations

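The tests chosen only after the result was seen were those of weak enrichment, swapped labels, swapped time points, fewer reads as the whole cause, lanes, X copies and row order. The dense bins, the chromosome 17 cluster and the kept or touched shares of the widest and narrowest peaks of a list were also examined only after the data had been seen.

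Most peaks of the RNA pol II list after weaning touched H3K9me3 peaks. Of its 738 peaks, 86.3% touched the H3K9me3 list after weaning and 88.6% the one before weaning, and 54 peaks (7.32%) touched neither. Under a reciprocal overlap of 50%, 52.4% met a peak of the list after weaning. Before weaning 1595 RNA pol II peaks (77.6%) touched neither, and 96.4% of those touched an acetylation peak. Of the 54 after weaning, 22 did (40.7%, 95% CI 28.7 to 54.0). A swap of the RNA pol II and H3K9me3 labels after weaning would give an H3K9me3 list that resembles RNA pol II before weaning. Its 738 widest peaks touched that list in 35.9% of cases, fewer than the 44.4% of the equally long part of the H3K9me3 list before weaning, and over the whole list 30.02% of its peaks touched H3K9me3 before weaning and 9.42% RNA pol II before weaning. The H3K9me3 list after weaning was therefore not out of place, which argues against a swap. An H3K9me3 library under the RNA pol II name was examined in the same way. The highest share for an equally long part of an H3K9me3 list was 44.4% (95% CI 40.9 to 48.0), below the 52.6% (49.0 to 56.2) of the RNA pol II list after weaning. The gap is no larger than that between the 2 H3K9me3 lists, 44.4% and 35.9%, so a second H3K9me3 library cannot be told apart from an RNA pol II library here. Weak enrichment, which leaves peaks where any library has an excess of reads, is consistent with the 29.9% of these peaks that lay in regions with peaks of all 4 marks. That share covers a minority of the list, and RNA pol II at H3K9me3 regions in the tissue after weaning was not tested.

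The widest H3K9me3 peaks carried peaks of the other marks more often than the H3K9me3 list as a whole. Of the 241 widest H3K9me3 peaks before weaning, 98.3% were touched by H3K9me3 after weaning, 88.4% by RNA pol II after weaning, 71.0% by RNA pol II before weaning, 56.8% by H3K9ac after weaning and 50.6% by H3K27ac after weaning. The shares for the whole list were 53.6%, 24.7%, 17.2%, 12.2% and 9.50%. H3K9ac before weaning touched 27.4% of the 241, against 5.19% of the whole list, and H3K27ac before weaning, the longest list, touched 9.96%, against 2.28%. Of the 417 widest H3K9me3 peaks after weaning, smaller shares were touched, 59.7% by RNA pol II after weaning, 46.3% by RNA pol II before weaning, 36.5% by H3K9ac after weaning, 30.5% by H3K27ac after weaning, 16.1% by H3K9ac before weaning and 5.04% by H3K27ac before weaning. No explanation of this pattern was tested on its own.

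The fall in the active marks after weaning was not uniform. The number of peaks that touched the H3K9me3 list before weaning rose after weaning, from 131 to 307 for H3K9ac, from 55 to 243 for H3K27ac and from 446 to 654 for RNA pol II, while the lists became shorter. The lowest of these ratios was 1.47. Fewer reads after weaning would lower the number of peaks there as well, so this argues against read number as the whole cause. Peaks in the regions with peaks of all 4 marks rose too. They rose from 103 to 194 for H3K9ac, from 41 to 201 for H3K27ac and from 204 to 221 for RNA pol II. The rise may therefore lie partly in regions shared by the marks, and these counts do not separate weaker enrichment from a change in the tissue. Lower enrichment or depth was examined through the width of the peaks that were kept. The widest 25% of peaks before weaning were kept at least 3.42 times as often as the narrowest 25% in the 3 active marks (13.0% against 3.13%, 59.3% against 9.79% and 33.01% against 9.65%). For H3K9me3, whose peaks rose, the fold was 4.07 (92.2% against 22.7%), and a wide peak touches another more easily by its width. The test therefore does not separate the marks that fell from the one that rose. Lower enrichment stays open, and lower depth stays open as a part of the cause. The lane number does not account for the fall, since 0 of the 3 active marks had its libraries on different lanes. A lane number alone does not tell whether libraries shared a sequencing run, so a difference between runs stays open. A few dense clusters do not account for it either, because without the 50 densest bins of 1 Mb the ratios were 0.146 for H3K9ac, 0.405 for H3K27ac and 0.147 for RNA pol II. A decline of active chromatin in the tissue stays open and was not tested.

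RNA pol II before weaning held 2056 peaks here. That is higher than the value quoted from the study above. The list after weaning is the shorter one by the labels, while the study's text names the time point before weaning for a list of that length. Lists placed under each other's time point were examined through the acetylation lists. RNA pol II after weaning touched H3K27ac after weaning in 32.1% of peaks and H3K27ac before weaning in 7.72%, a ratio of 4.16, although the list before weaning is longer. The labels and the exchanged labels cannot be told apart from this, because regions common to weakly enriched libraries could give the same ratio.

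The share of H3K27ac peaks on X was 1.48% before weaning (95% CI 1.39 to 1.57) and 0.752% after weaning (0.661 to 0.856). Calling fewer peaks does not account for it when peaks are taken by width, since the widest 30446 peaks before weaning had 1.5% on X. Regions with peaks of all 4 marks hold too few H3K27ac peaks to account for it, 41 of 74249 before weaning and 201 of 30446 after weaning. Leaving them out could therefore hardly move the shares, which were 1.48% before and 0.747% after weaning without them. Fewer X copies, as with calves of another sex, would lower the share in each mark. H3K9me3 fell as well, from 3.73% to 1.70%, while the ratio of the H3K9ac shares was 0.966 and the RNA pol II shares were 1.07% and 2.03%. The explanation cannot be told apart from others here, because the H3K9ac share after weaning rests on 10 peaks and the RNA pol II share on 15. The labels used here give no sex.

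The rows of the lists were not sorted by position, and the order may carry a peak statistic left out of the files. In the H3K9ac, H3K27ac and H3K9me3 lists before weaning, the first 10% of rows were kept at least 1.66 times as often as the last 10%. The kept share did not fall steadily along the rows in each of them. The last 10% were kept more often than the whole list for H3K9ac (7.37% against 6.60%) and H3K9me3 (58.1% against 53.6%). For H3K27ac they were kept less often (17.6% against 27.9%). In the RNA pol II list the kept share went the other way, with a fold of 0.64 (23.4% against 36.6%). The 95% intervals of these shares, 18.1 to 29.7 and 30.3 to 43.4, did not overlap. Earlier rows tended to be wider in that list too, with a Spearman correlation across its peaks of -0.298, against -0.135 for H3K9ac, -0.492 for H3K27ac and -0.425 for H3K9me3 before weaning. What orders that list stays open, because most peaks of the list after weaning touched H3K9me3 and being kept need not follow peak strength there.

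The chromosome 17 cluster was not a region called in every library alike. The lowest of the 8 ratios of its share of peaks to its share of the genome was 0.161, for H3K27ac before weaning, and the highest was 346, for RNA pol II after weaning. An excess of reads that becomes a peak where enrichment is weak was not tested for this cluster, nor was a biological explanation.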
